A study of Arabidopsis thaliana with 24 samples.

How the data were processed

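RNA was measured in 24 libraries of detached Arabidopsis thaliana leaves (accession Columbia-0). Per the labels, leaves 1 and 2 of plants grown for 10 d under continuous light were floated for 8 h in a buffer without additions (mock) or with bikinin (20 µM), the synthetic auxin 2,4-D (2.5 µg/mL) and the cytokinin kinetin (0.5 µg/mL), which is called stimulus here. Bikinin inhibits the kinases that hold back brassinosteroid signalling. Cordycepin (1 mM), which stops RNA chains from being extended, was then added, and leaves were frozen after 0, 15, 60 or 240 min. Each of the 8 combinations of treatment and minutes had 3 libraries, numbered 2, 3 and 4. Groups and numbers were taken from the labels alone.

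The authors deposited a table of whole read counts for 38194 features, with a column per library, neither normalised nor pooled. Per the labels, the libraries were stranded and made from total RNA depleted of ribosomal RNA, and were sequenced as short single reads. The aligner, the counting tool, the genome build and the annotation were not stated, so no coordinates are given and features are reported by the identifiers of the table. Gene symbols were taken from the RefSeq annotation of assembly TAIR10.1 by locus tag, where 37751 of the 38194 features matched, and an identifier without a symbol there is printed as it is. Total counts ran from 24021278 to 34166478 per library. Single reads carry no molecular identifiers, so a count floor covers counting error only. How reads from overlapping or near-identical genes were assigned is unknown. Counts of ARR8 (AT2G41310) were nearly the same as those of 2 other features, AT1G05163 and AT1G15405, and are uncertain. No replicate pair of a group agreed within counting noise: chi-square per degree of freedom ran from 6.52 to 222 over the 24 pairs.

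Counts were analysed with edgeR 4.0.16 (quasi-likelihood F tests with robust dispersion), limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg, with calls at an adjusted p under 0.05. Low features were removed by edgeR's filterByExpr. Abundance was compared between the 3 stimulus and 3 mock libraries of 0 min, with trimmed-mean (TMM) library sizes. RNA decline was fitted within each treatment as a straight line of log count on minutes, which is a single exponential decay, over 12 libraries. The difference in decay rate was the treatment by minutes term in a model of all 24 libraries. Slopes are in log2 units per hour, and a half-life is the time in which the fitted abundance falls by 1 log2 unit.

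Because most RNA falls after transcription stops, stable transcripts rise in share. TMM library sizes were therefore multiplied by a decay factor for each treatment and time point: the median rise, since 0 min, of mean log2 CPM over 30 transcripts presumed stable, of which all 30 reached a mean of 10 CPM. That list was recalled from published practice for such experiments and not looked up. The factors were 0.26, 0.59 and 0.53 (log2) at 15, 60 and 240 min in mock and 0.09, 0.36 and 0.60 in stimulus. They are shared by the 3 libraries of a group, so a library in which RNA did not fall receives the decline of its group.

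The plan was to compare half-lives over genes called declining in both treatments. No gene met that, so half-lives are compared over genes with a fitted half-life from 5 to 1000 min in both, an alternative set out in the same plan. The plan also had a permutation test of each series' median log2 half-life. Slopes that were not negative have no half-life, so the median decay constant of each series was used. A series is the 4 libraries of a treatment and replicate number. For the relation between abundance change and decay rate change across genes, which share the libraries of 0 min, 10 simulated data sets with the observed abundance changes and no rate difference gave the value that sharing alone produces.

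Lists of genes for auxin response (21), brassinosteroid biosynthesis (9), type-A cytokinin response regulators (10), vascular cell fate (12) and cytoplasmic RNA decay factors (16) were tested with limma's camera (preset correlation 0.01) and fry, adjusted over the 5 lists of a contrast. Genes are named by this rule: for abundance and for decay rate, the 3 with the largest effect in each direction among called genes with a mean of at least 10 CPM and no overlap between treatments, and in each list the member with the smallest adjusted p for each contrast. Organelle genes were left out of that ranking.

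The models, lists, reference transcripts, naming rule and most alternatives were chosen before the data were examined. Alternatives were other library scalings and reference transcripts, other filters, DESeq2, a minimum fold change of 1.5, 0 to 60 min only, time as a factor, the replicate number as a block, and leaving out each replicate. The alternatives chosen after seeing the data were a decay factor for each library, the permutation test of series with that factor or a shared one, leaving out a replicate of a single treatment from the decay models, and the clock score described next, as a term and as a split.

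Values per library are described with 2 measures chosen after seeing the data. The decline index is the median, over the 300 nuclear genes that fell most from 0 to 240 min in the stimulus replicate 2 series, of log2(CPM + 0.5) minus the mean of the 0 min libraries of the same treatment. The clock score is the mean log2 CPM of 3 evening clock transcripts (TOC1, ELF4 and LUX) minus that of 3 morning ones (CCA1, LHY and PRR9).

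The models were tested on simulated counts in which 200 genes were changed. A change of 1 log2 unit at 0 min was called for 127 of the 178 changed genes tested, and 14.2% of the calls were false, above the nominal share. A change of 2 log2 units was called for 179 of 189, with 13.1% false calls. A rate difference of 0.25 log2 units per hour was called for 22 of 196 genes, one of 0.5 for 111 of 189 and one of 1 for 174 of 194, with at most 6.95% false calls. A decline of 0.5 log2 units per hour in mock was called for 125 of 191 genes. The simulated replicates differed by dispersion alone and carried no conflict of time labels.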

Results

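Ribosome-depleted RNA of leaves held for 8 h in mock or stimulus buffer was counted at 0, 15, 60 and 240 min after cordycepin, with 3 libraries per treatment and time point and 24 in all. Total counts per library lay between 24021278 and 34166478, and between 18993 and 20876 features had at least 10 counts. Organelle transcripts took 30.7 to 46.9% of the counts of a library, and the most abundant feature 7.04 to 12.7%.

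The treatment labels were checked first on GH3.3 (AT2G23170), an auxin-induced transcript. It stood at 7.33 CPM or less in the 12 libraries labelled mock and at 150.2 CPM or more in the 12 labelled stimulus, with library sizes scaled over all 24 libraries. The time labels were checked on the decline index of short-lived transcripts, and here the labels and the values were in conflict. In the libraries labelled mock replicate 2, the index was 0.06, -0.14, -0.01 and -0.15 at 0, 15, 60 and 240 min. In mock replicate 3 it was -0.03, -0.40, -1.48 and -0.36, so that the library labelled 240 min lay above the one labelled 60 min. In mock replicate 4 it was 0.00, -1.33, -2.10 and -2.31. In stimulus replicate 3 it was 0.10, 0.10, -0.30 and -1.47, and in stimulus replicate 4 -0.20, -1.51, -2.41 and -2.52. Stimulus replicate 2, from which the genes of the index were taken, gave 0.11, -0.27, -1.39 and -2.35. The SD between the 3 libraries of 0 min was 0.04 in mock and 0.17 in stimulus, and between those of 240 min 1.19 and 0.56. For 3 of the 24 libraries, the most similar library of the same treatment (Spearman's rho over nuclear features) carried the same minutes. All libraries were kept under their labels, and every time point below is the labelled one.

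**Figure D1:**
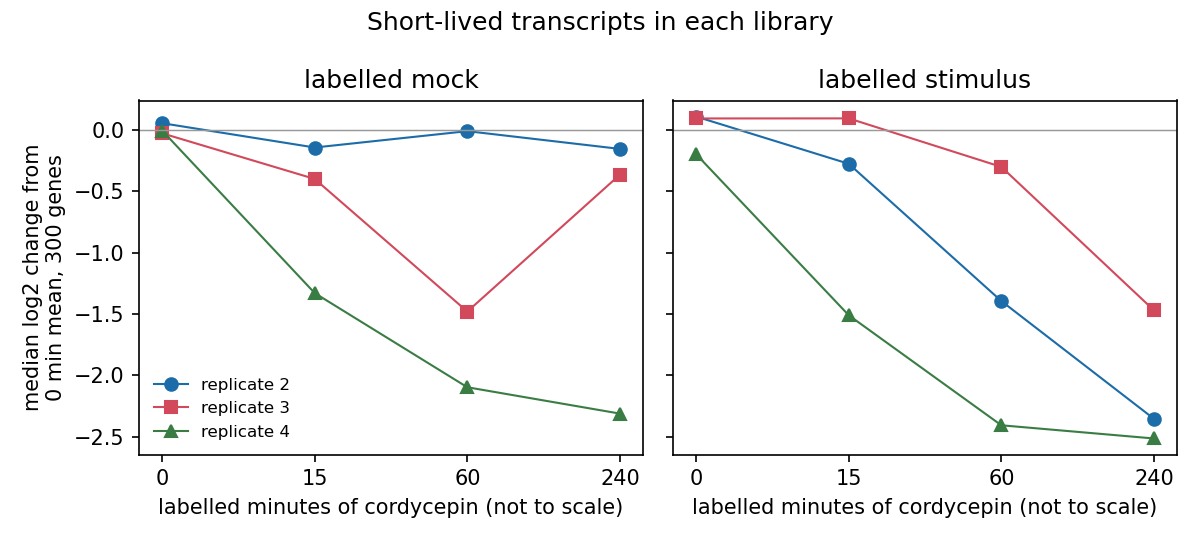
Decline index of each library (y axis, median log2 change from the 0 min mean of the same treatment over 300 nuclear genes) by labelled minutes of cordycepin (x axis, not to scale); each line joins the 4 libraries of a replicate number. The libraries labelled mock replicate 2 stay between 0.06 and -0.15, while those labelled mock replicate 4 reach -2.31.

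The clock score separated the libraries in a way the groups do not. It was 0.90 or more in 8 libraries and -0.10 or less in 16. The 8 were those labelled mock replicate 3 at 0, 15 and 60 min, stimulus replicate 3 at 15, 60 and 240 min, and mock and stimulus replicate 4 at 240 min. In stimulus replicate 3 the score was -0.63 at 0 min and 3.88 at 15 min. These 8 libraries held 4 of each treatment, and counts of decay calls within each side of this split are given with the pooled ones.

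**Figure D2:**
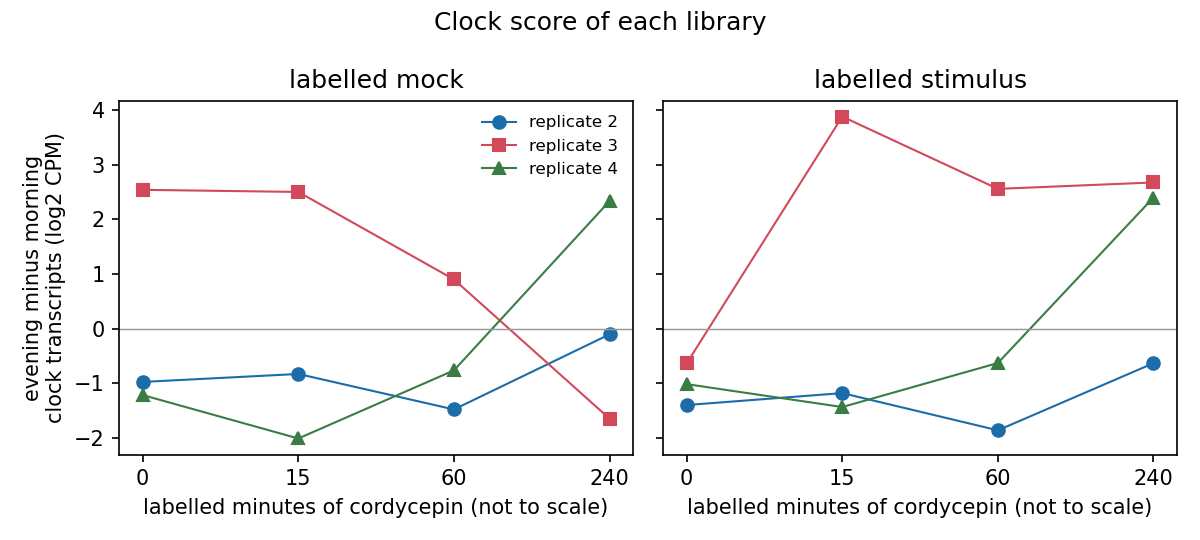
Clock score of each library (y axis, mean log2 CPM of 3 evening minus 3 morning clock transcripts) by labelled minutes of cordycepin (x axis, not to scale); each line joins the 4 libraries of a replicate number. The 8 libraries above 0 lie at 0.90 or more, and they are spread over replicates 3 and 4 of both treatments.

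The comparison at 0 min asks which transcripts the stimulus changed in abundance within 8 h, per the labels before transcription was blocked. Of 20323 genes tested, 11447 were called by edgeR's quasi-likelihood test (5407 higher and 6040 lower in stimulus), and of these 1789 were at least 2-fold higher and 2566 at least 2-fold lower by the fitted change. The median change over all genes was -0.02 on the log2 scale. The count moved most when a change beyond 1.5-fold was required, to 4921. With total counts in place of TMM, the median of all genes moved to 0.23 and the calls to 8339 higher and 4120 lower, so the split by direction is relative to the scaling. One of the 3 mock libraries at 0 min, replicate 3, lay on the other side of the clock split, and 11501 genes were called without it. Of the stimulus libraries at 0 min, replicate 4 had a decline index of -0.20, against 0.11 and 0.10 in replicates 2 and 3. It was most similar to the library labelled stimulus 15 min replicate 2, and 10519 genes were called without it.

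Among called genes, the largest rises were those of BRU6 (AT4G37390), GH3.3 and BCA3 (AT1G23730). With library sizes scaled over the 6 libraries of 0 min, BRU6 rose from 0.496 ± 0.387 to 418 ± 104 CPM (SD, n = 3 each), a log2 change of 9.70 ± 0.43 (SE) with an edgeR adjusted p of 3.42e-06. GH3.3 rose from 1.09 ± 0.370 to 741 ± 109 CPM, by 9.41 ± 0.24, with an adjusted p of 1.92e-07. BCA3 had 2 to 3 counts per mock library and 622 to 786 per stimulus library, which makes it at least 206-fold higher. The largest falls were those of BR6OX2 (AT3G30180), BHLH100 (AT2G41240) and AT1G52000. BR6OX2 had 1078 to 1141 counts per mock library and at most 1 in a stimulus library, which makes it at least 412-fold lower. BHLH100 went from 25.5 ± 10.9 to 0.363 ± 0.162 CPM, a log2 change of -6.10 ± 0.49 with an adjusted p of 6.37e-05. AT1G52000 went from 65.0 ± 16.9 to 1.36 ± 0.724 CPM, by -5.55 ± 0.40, with an adjusted p of 4.75e-05. The naming rule required that all 3 stimulus libraries lie on one side of all 3 mock libraries.

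**Figure D3:**
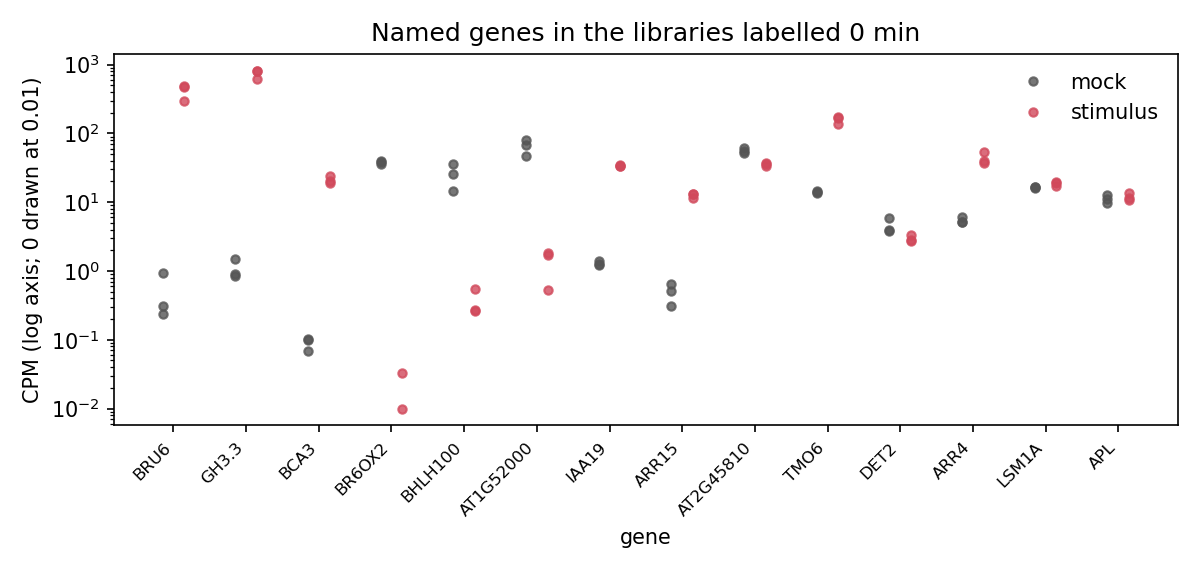
Normalised counts (y axis, CPM on a log axis, 0 drawn at 0.01) of the named genes (x axis) in the 6 libraries labelled 0 min, scaled over those 6, each point a library. The mock and stimulus points of GH3.3 lie apart, at 0.844 to 1.51 and 615 to 811 CPM, whereas those of APL overlap.

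The gene lists at 0 min bear on the 3 compounds of the stimulus and on RNA decay. The auxin response list was higher (camera adjusted p 1.84e-07). Of its 21 genes 17 were called, all higher, and 19 when adjusted over the list alone. Its median log2 change was 3.42, and 2.26 with the 3 genes at the count floor set to their bound. IAA19 (AT3G15540) had the smallest adjusted p of the list (6.95e-08 in edgeR) and rose by 4.71 ± 0.10. The type-A response regulators were higher (camera adjusted p 3.03e-04), with 6 of the 8 genes tested called, and 6 adjusted over the list alone; their median change was 2.86, and ARR15 (AT1G74890) rose by 4.68 ± 0.20 (edgeR adjusted p 5.11e-07). Brassinosteroid biosynthesis genes were lower (camera adjusted p 3.26e-04): 7 of 8 were called lower and 1 higher, all 8 also adjusted over the list alone, with a median of -2.71 and BR6OX2 at the top. These 3 lists were past the threshold under fry too, and their directions were the same with TMM, median-ratio and total-count scaling.

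Neither the cytoplasmic RNA decay factors (camera adjusted p 0.345) nor the vascular cell fate genes (0.486) moved as a list. Of the 16 decay factors 8 were called, 5 higher and 3 lower, and 7 adjusted over the list alone, around a median of 0.14. AT2G45810 had the smallest edgeR adjusted p of that list (1.95e-04) and fell by 0.66 ± 0.09 on the log2 scale. Of the 12 vascular genes 7 were called, 3 higher and 4 lower, and 7 adjusted over the list alone, around a median of 0.05. TMO6 (AT5G60200) rose by 3.52 ± 0.11 (edgeR adjusted p 1.97e-07). Under fry, which does not fix the correlation, both lists passed the threshold (adjusted p 0.0214 and 0.00494). Fry asks whether the genes of a list changed, and camera whether they changed more than the other genes. With 11447 of 20323 genes called, a list can pass the first without standing out from the rest.

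The decline after cordycepin was then measured within each treatment. In the libraries labelled mock, none of 21195 genes was called, and the smallest edgeR adjusted p was 0.360. At an unadjusted p under 0.05, 2665 genes fell and 17 rose. Without the libraries labelled 240 min, the same model called 8391 genes as falling. Within the mock libraries of the 8 with a clock score above 0 it called 2340, and within those of the other 16 it called 0.

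In the libraries labelled stimulus, 11447 of 21530 genes were called as falling and 255 as rising. The number of falling genes is by coincidence that of the abundance calls, and 6642 genes were in both lists. The median half-life of the called falling genes was 236 min, with quartiles of 164 and 347 min, and 48.6% of the estimates lay beyond the last time point of 240 min. The call rested on replicate 2. Without it no gene was called (smallest edgeR adjusted p 0.0833), with 7283 falling and 130 rising at an unadjusted p under 0.05. Without replicate 3 or 4, 9778 and 10624 genes were called as falling. From 0 to 60 min alone it was 4183, with no decay factor 2829, and within the libraries of either side of the clock split 4368 and 5934. With no decay factor, 1570 genes were called as rising with TMM and 768 with total counts. The balance of falling and rising genes is thus relative to the scaling.

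Whether the stimulus changed decay rates was tested as the treatment by minutes term over all 24 libraries. None of 22307 genes was called (smallest edgeR adjusted p 0.424). At an unadjusted p under 0.05, 1554 genes fell faster and 169 slower in stimulus. The median slope difference was -0.05 log2 units per hour, with 15317 genes below 0 and 6990 above. This lean depended on the decay factor. With a shared factor the median was -0.01, with 12132 genes below 0 and 10175 above, and with TMM or total counts alone it was also -0.01. With a decay factor for each library it was -0.07, with 15760 genes below 0 and 6547 above. The count was decided by replicate 4: without it 4614 genes were called, of which 4567 fell faster in stimulus and 47 slower. Leaving out the libraries labelled mock replicate 4 alone gave 5054 calls, and leaving out any other series gave 0. Both fits keep mock replicates 2 and 3, whose index at 240 min was -0.15 and -0.36. Their calls cannot be told apart from mock libraries with little decline under their labels. Within the 8 libraries with a clock score above 0, 1 gene was called, and within the other 16 none, with 3168 at an unadjusted p under 0.05. In simulated counts a rate difference of 0.5 log2 units per hour was called for 111 of 189 genes, but those counts had no conflict between labels and decline.

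No gene is named for a called rate difference. The members of each list with the smallest adjusted p, all faster in stimulus and none called by edgeR, were BRU6 (-0.87 ± 0.24 log2 units per hour, SE), LSM1A (AT1G19120; -0.21 ± 0.10), APL (AT1G79430; -0.29 ± 0.11), DET2 (AT2G38050; -0.21 ± 0.12) and ARR4 (AT1G10470; -0.35 ± 0.20), with adjusted p from 0.646 to 0.652. Without replicate 4, edgeR called each of these members, with adjusted p from 0.0200 to 0.0469. Without mock replicate 4 alone it called LSM1A, APL and DET2, but not BRU6 or ARR4. BRU6 had 6 to 60 counts in the 12 mock libraries, and its fitted mock slope was 0.33, so part of its difference is a rise of a low count in mock. As a list, the auxin response genes fell faster in stimulus (camera adjusted p 0.00722, median -0.23 log2 units per hour, 17 of 21 members). That did not hold under fry (0.243), nor without replicate 3 (0.395) or replicate 4 (0.0785). Adjusted over the list alone, 2 of the auxin response genes were called, and none in the other lists. The other lists were not past the threshold: vascular cell fate 0.117, cytoplasmic RNA decay factors 0.197, brassinosteroid biosynthesis 0.404 and type-A response regulators 0.873. Without replicate 2 the vascular list passed it (0.0468). The median of the brassinosteroid list was -0.01 and turned to 0.02 with TMM, total counts or a decay factor shared by both treatments, while the medians of the other 4 lists stayed below 0 under all 8 scalings.

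Half-lives could be set side by side for 12671 genes with fitted values from 5 to 1000 min in both treatments. The median was 434 min in mock and 256 min in stimulus, and the median log2 ratio was -0.78. By series, the median decay constant was 0.10 ± 0.01 log2 units per hour in mock and 0.15 ± 0.01 in stimulus (SD, n = 3 series each). The exact two-sided permutation p was 0.10, the smallest that 3 against 3 series allow, but most of that separation came from the decay factor of each treatment, which adds the same decline to all its series, including mock replicate 2, whose decline index stayed near 0. With a factor shared by both treatments, the difference of 0.0466 log2 units per hour shrank to 0.00490 (exact permutation p 0.70). With a factor for each library it was 0.0463, but the SD rose to 0.16 in mock and 0.06 in stimulus (exact permutation p 0.70). Both permutation tests were added after seeing the data. The half-life ratio stayed negative under other scalings. It was -0.50 over 12867 genes with the shared factor and -1.12 over 10365 with a factor for each library. With no decay factor it was -1.19 over 3613 genes with TMM and -0.98 over 6866 with total counts. Each of these values rests on its own set of genes, which leaves out slopes that rose or fell slowly in either treatment. Slopes were spread more widely in stimulus (quartiles -0.275 and -0.0437 log2 units per hour) than in mock (-0.157 and -0.0480). The restriction may thus itself move the ratio, by an amount that was not tested. A negative sign under each scaling is therefore not independent evidence of faster decay in stimulus. The ratio was 0.01 without replicate 2 and 0.42 from 0 to 60 min, so its sign depended on both. It was -0.19 without mock replicate 2, -0.31 without mock replicate 3 and -1.34 without mock replicate 4.

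The title of the series sets RNAs with changed half-life and unchanged abundance against RNAs that change in abundance. With no gene called by edgeR for a rate difference, the class with changed half-life and unchanged abundance held none by edgeR, while 11447 genes were called for abundance. Without replicate 4, 2361 genes called for decay rate were not called for abundance. The mock libraries of that fit showed little decline at labelled 240 min (index -0.15 and -0.36). The 2361 genes are therefore no evidence of a class with changed half-life. Across 20316 genes, which are not independent replicates, Spearman's rho between the log2 abundance change and the difference in decay constant (positive when faster in stimulus) was 0.0169. Simulated counts with no rate difference gave 0.0593 ± 0.00858 (SD of 10 simulations). With slopes from 15 to 240 min, which share no library with the abundance change, rho was -0.0940, against 0.00422 ± 0.00762 in simulated counts. From 0 to 60 min it was 0.280, against 0.0799 ± 0.00720 in simulated counts, which carried no conflict of time labels. Without replicate 3 rho changed sign (-0.00930).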

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

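Abundance calls at 0 min stayed within 1.5 times of 11447 under the other scalings, filters and DESeq2, from 10828 to 12459, and across the 6 fits that each left out a library, from 9760 to 11501. They moved to 5119 when all 24 libraries shared one estimate of the spread, and to 4921 when a 1.5-fold change was required, which is a stricter test by construction. The cause of the former was not tested.

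The decay results moved more. Leaving out one replicate number, or one series of a single treatment (the latter chosen after seeing the data), gave from 0 to 11509 falling genes in stimulus, from 0 to 5054 rate differences, from 0 to 2361 rate calls without an abundance call, a log2 half-life ratio from -1.34 to 0.01 (0.00602 without replicate 2, the one reversal), and a rho from -0.00930 to 0.0986. The lowest of these counts in stimulus was without replicate 2, the highest count of rate differences without mock replicate 4. Without both series of replicate 4 there were 4614 rate differences, and without mock replicate 4 2348 rate calls lacked an abundance call. Without stimulus replicate 3, Spearman's rho was -0.000923. In mock, calls stayed at 0 without replicate 2, 3 or 4. Over the alternatives, 81 to 10934 genes fell in mock at an unadjusted p under 0.05, and 342 to 8914 genes had a rate difference at that level.

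From 0 to 60 min, 8391 genes were called falling in mock and 4183 in stimulus, the half-life ratio reversed to 0.42 and rho rose to 0.280; over the 3257 genes called in both treatments in that window the ratio was 0.29. Slopes from 15 to 240 min reversed rho to -0.0940. Falling genes in stimulus dropped to 2829 with TMM and no decay factor, to 2260 with total counts and to 5443 with a decay factor for each library, chosen after seeing the data. Without a decay factor the rise in share of stable RNA offsets the fall of the rest, by construction. DESeq2 called 2 genes in mock, AT1G22160 and AT4G16750, and 2 rate differences, AT1G52560 (faster) and PUB29 (AT3G18710, slower), named after their values were seen.

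The clock score split was also chosen after seeing the data. Within the 8 libraries above 0, 2340 genes fell in mock and 4368 in stimulus, and 1 gene, BRU6, differed in rate; its 4 mock libraries there had 7, 7, 16 and 60 counts, a rise from near the floor. In mock, these 8 held replicate 3 at 0, 15 and 60 min and replicate 4 at 240 min. The last time point thus came from another replicate. In stimulus, they held replicate 3 at 15, 60 and 240 min and replicate 4 at 240 min, and none at 0 min. Slopes of the treatments within the 8 therefore cover different windows. Within the other 16, 5934 fell in stimulus. As a term in the model, the split left rho at -0.00101 and the counts of falling genes and rate differences within 1.5 times. Apart from the effects of construction named above, the cause was not tested.

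For the lists, fry put the RNA decay factors (0.0214) and vascular genes (0.00494) past the threshold at 0 min, took the auxin list's rate difference out of it (0.243) and reversed the direction of the brassinosteroid list's (0.964), which was past the threshold under neither test. Leaving out each replicate number, the adjusted p of the rate difference ran from 9.86e-06 to 0.395 for the auxin list, from 0.401 to 0.673 for the type-A response regulators, which reversed without replicate 3 at 0.673, and from 0.0468 to 0.673 for the vascular list. Of single genes, the rate difference of AT2G45810 reversed to 0.33 from 0 to 60 min, to 0.01 (0.00572) without mock replicate 3 and to 0.06 (0.0614) within the 8 libraries, and that of APL to 0.01 (0.0129) from 0 to 60 min. Without mock replicate 4, that of AT2G45810 was called at -0.19. In none of the reversed fits was the gene called, and the cause was not tested. Among the other results, for single genes, directions and unadjusted counts, 43 moved, 10 became called and 1 was no longer called. The other 341 stayed within 1.5 times for counts, or kept direction and call status for single genes.

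The replicate numbers paired part of the samples. Deviations from the group means of same-numbered mock and stimulus libraries (replicates 2, 3 and 4) correlated at -0.02, 0.09 and -0.10 at 0 min, at 0.25, 0.40 and 0.65 at 15 min, at 0.02, -0.16 and 0.74 at 60 min and at -0.09, 0.59 and 0.52 at 240 min. Since not every pair exceeded 0.1, the models were kept without the block. With the replicate block, 10932 genes were called at 0 min, 11694 fell in stimulus, and mock and the rate difference stayed at 0; the block left each list on its side of the threshold. The correlation across only the genes with a called rate difference was not run, since edgeR called none.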

Other observations

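Apart from the counts over other splits and the tests on transcripts raised by the stimulus, the tests below were chosen after the values per library had been seen.

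Other splits of the same libraries were run beside each model. At 0 min, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, and the other 9 gave 0; the design allows no smaller share. In mock, 14 of 100 assignments of the time labels (99 drawn, and the real one) gave as many falling genes at an unadjusted p under 0.05 as the 2665 of the labels, with up to 15380. In stimulus, 2 of 100 gave at least 11447 called falling genes, with 14032 in the other. For the rate difference, 4 of the 10 splits of the 6 series gave as many genes at an unadjusted p under 0.05 as the real one (1723). The split with mock replicates 2 and 3 and stimulus replicate 3 on one side gave 8600, of which 4705 were called. That split does not follow the clock score, which divides series internally.

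The most visible pattern in the values per library was that the fall of short-lived transcripts did not follow the labelled minutes, most of all in mock. Library size is argued against as the whole cause, since mock libraries of similar total counts differed in index. Between each mock library and the one nearest to it in total counts, the median difference in index was 0.64, against an SD of 0.04 at mock 0 min, and it was over 1 for 5 of the 12. Some of these pairs differ in labelled minutes, for which a gap in index is no evidence on library size. Others carry the same minutes. The libraries labelled mock 240 min replicates 2 and 4 held 27370651 and 26877059 counts and had an index of -0.15 and -2.31. Those labelled mock 15 min replicates 2 and 4 held 28823793 and 28348441 counts and had an index of -0.14 and -1.33. With all libraries thinned at random to the smallest total count, the largest change in index was 0.03. A contribution of library size beyond that is argued against too. An exchange of time labels among the 12 mock libraries stays open, for all or part of the pattern. An index below -1 was seen in 4 mock libraries (33.3%) and in 6 stimulus libraries, counts too close to decide, with a gap in mock between -0.40 and -1.33. Cordycepin without effect in mock replicate 2 may be part of it: the reference transcripts, which did not choose the genes of the index, rose by 0.05 (0.0510) in the library labelled mock 240 min replicate 2, against 1.31 in mock replicate 4 and 0.20 in mock replicate 3. A library that never received cordycepin would look the same, so the 2 cannot be told apart. Slower decay in mock leaves, the biological explanation that the design offers, is argued against as the whole cause. A rate common to mock leaves would not spread libraries of the same minutes. At mock 240 min the index ran from -0.15 to -2.31, with an SD of 1.19 against 0.04 at mock 0 min. Whether slower decay adds to the pattern is open. The mean index after 0 min was -0.10, -0.75 and -1.91 in mock replicates 2, 3 and 4 and -1.34, -0.56 and -2.14 in stimulus. The exact two-sided permutation p was 0.60, where 0.10 is the smallest possible.

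Clock transcripts gave a view of the libraries that does not use the decline. In stimulus replicate 3 the clock score rose by 4.51 between the libraries labelled 0 and 15 min. Between those minutes, the largest step of the other 5 series was a fall, by 0.79 in size, in mock replicate 4. Larger steps came later: from 60 to 240 min the score went from -0.76 to 2.33 in mock replicate 4. In that interval it went from -0.63 to 2.40 in stimulus replicate 4 and from 0.90 to -1.65 in mock replicate 3. RNA decay that distorts the ratio of clock transcripts is argued against: 4 of the 8 libraries with a score above 0 (50%) had an index above -0.5, and 6 of the 16 below 0 had an index below -1. Libraries that carry the label of another library could give the step in stimulus replicate 3. So could leaves of one replicate number collected at different clock times under correct minutes. The latter has to allow for an index that ranged over 1.61 between the 3 libraries labelled stimulus 15 min, against 0.31 at stimulus 0 min. The 4 stimulus libraries above 0, replicate 3 at 15, 60 and 240 min and replicate 4 at 240 min, had an index of 0.10, -0.30, -1.47 and -2.52. Stimulus replicate 2 had 0.11, -0.27, -1.39 and -2.35 over its full course. The 4 mock libraries above 0, replicate 3 at 0, 15 and 60 min and replicate 4 at 240 min, had -0.03, -0.40, -1.48 and -2.31. Both orders go with exchanged labels. Mock replicate 2, below 0 throughout, stays flat under this grouping. The files hold no collection time to settle the explanations. No biological explanation was tested for the clock score. A record of collection or library preparation would decide between them, and no library was moved to another label.

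A hypothesis from the abundance calls was that transcripts raised by the stimulus may be shorter-lived. It predicts a negative correlation across genes between the change at 0 min and the slope from 15 to 240 min in each stimulus series. Spearman's rho was 0.02, 0.07 and 0.13 in stimulus replicates 2, 3 and 4 (mean 0.0730), opposite in sign to the prediction in that window. Between the abundance change and the difference in decay constant from 0 to 60 min, rho was 0.280, in the predicted direction and above the 0.0799 ± 0.00720 of simulated counts without a rate difference. That SD comes from dispersion alone and leaves out errors that the genes of a library share, such as wrong minutes. Over all minutes, leaving out a replicate or a series moved rho between -0.00930 and 0.0986. The windows point in opposite directions, so the hypothesis is left undecided. Within quintiles of mean abundance the mean was 0.0664, and over the 3 mock series 0.0159, with -0.06 in mock replicate 3. Abundance and mock decay remain undecided with it. Genes are not independent replicates, and the time labels limit these slopes as they do the others.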
